A study of Arabidopsis thaliana with 36 samples. Its data were reported in "Quantitative RNA pseudouridine maps reveal multilayered translation control through plant rRNA, tRNA and mRNA pseudouridylation" (2025).

How the data were processed

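Total RNA of 9 tissues of wild-type Arabidopsis thaliana (Col-0) was profiled by BID-seq, a method that maps pseudouridine (Ψ) at single bases. Bisulfite forms an adduct with Ψ that makes the reverse transcriptase skip the base, so a Ψ is read as a deletion. Each tissue had 2 bisulfite-treated libraries and 2 untreated input libraries, which gives 36 libraries in 18 groups. The tissues were seedling, shoot, root, rosetta leaf (spelled as in the labels), cauline leaf, stem, flower, silique and seed.

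The authors sequenced single reads and ran their own BID-seq pipeline against the TAIR10 genome. For each site they summed the gapped and ungapped reads of both replicates of a tissue, and a calibration curve turned the gap ratio into the share of molecules that carry Ψ. The deposited fraction of a site in a tissue is therefore a single value pooled by the authors over replicates, between 0 and 1. A second deposited value, TRUE or FALSE, says whether the site passed the authors' filter in that tissue. That filter rests on p-values, and its thresholds were not stated. Read counts, coverage and input gap ratios were not used here, so the depth behind a fraction is unknown. No interval, detection floor or replicate error was computed, and a value of exactly 0 was described only as listed at 0, since it can be a failed estimate. The input libraries enter only through the authors' calls, and no background level was measured from them here.

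The deposited tables list 186 rRNA sites and 349 tRNA sites. All 186 rRNA sites had a value in the 9 tissues. Of the 3141 tRNA values, 11 were missing, and 343 tRNA sites had a value in the 9 tissues. Positions count along the authors' own reference sequences. They were placed on the TAIR10.1 assembly by requiring a T at each listed position. On chromosome 2 a single offset put all 147 nuclear rRNA sites on a T, where the next best offset reached 87. A second copy on chromosome 3 fitted equally well, so reads of the rDNA copies cannot be separated, and coordinates below refer to the copy on chromosome 2. The 18S and Nu-5.8S rRNAs were taken from the annotation, in which the Nu-5.8S gene AT2G01020 spans 5782 to 5945. The 25S rRNA is not annotated there, and its first base was set by the sequence GCGACCCCAGGTCAGG at position 6134. The best offset for the chloroplast put 24 of 28 sites on a T and the next best 22, so this placement rests also on the shared sequence of large-subunit sites. Of these sites, 5 were left without a place. The mitochondrial sites were searched over 1401 offsets around the annotated 26S gene, and the best put 10 of 11 on a T and the next best 8. The mitochondrial assembly used here differs from that of TAIR10, so these coordinates are approximate. The study numbers mitochondrial 26S positions 50 lower than the table.

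A tRNA name ending in nuclei, PT or MT was read as nuclear, chloroplast or mitochondrial. The 39 sites of tRNAs ending in nuclei-Mt carry a label whose meaning was not given and were kept out of the comparison of genomes. Of the 144 tRNA names, 138 matched at least 1 of 684 annotated tRNA genes of the same amino acid and anticodon with a T at each listed position.

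Per tissue, the sites passed were counted, and medians and quartiles were taken over sites with a value in the 9 tissues. Near-saturated sites were those whose median over the tissues was at least 0.9. Pearson's r across sites was computed for the 36 pairs of tissues. The range of a site was its highest minus its lowest fraction over the tissues. The rRNA and tRNA levels of the tissues were related by Pearson's r and Spearman's rho with an exact two-sided permutation test over 362880 pairings. For tRNA, position windows were the D arm (10 to 25), the anticodon arm (26 to 44), the T arm (49 to 65) with the T loop (54 to 60) apart, and the acceptor stem (1 to 7 and 66 to 73). Leu, Ser and Tyr tRNAs were left out of the windows because a long variable arm shifts their numbering. A window's median range was placed among 10000 random lists of as many tRNA sites. Sites and tissues are not replicates, so no p-value was computed across sites.

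Sites named below were the 5 rRNA and 5 tRNA sites with the largest range among sites passed in at least 1 tissue with a value in the 9 tissues, and 4 rRNA sites singled out in the study's text. Other named sites are said to have been chosen after their values were seen. These rules, the tests and the other settings were fixed before the deposited tables were opened, but after parts of the study's supplementary tables, which hold the same kind of values, had been read. The alternatives covered the definition of a detected site, the summary, the sites and tissues entering, the near-saturation cutoff, the scale of the correlation and the window limits. A further 6 alternatives were added after the data were seen.

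Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, Biopython 1.88 and matplotlib 3.10.9. The statistics were tested on simulated data of 150 sites. A root factor of 0.9 was recovered as 0.883, and all 20 sites raised in seed were among the 20 with the largest range. Of 60 lists drawn at random, 0 were called clustered, and 6 of 60 random lists had a median outside the central 95% of the percentile test.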

Results

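BID-seq of total RNA reported the share of molecules carrying Ψ, here called the Ψ fraction, at 186 sites in rRNA and 349 sites in tRNA of 9 Arabidopsis tissues. Each tissue was covered by 2 treated and 2 input libraries, but the deposited fraction is 1 value per site and tissue, pooled by the authors over replicates. No replicate spread and no read depth stand behind the values below, so none of the differences between tissues could be set against experimental error. The rRNA sites comprised 147 in the nuclear rRNA locus, 28 in the chloroplast locus and 11 in the mitochondrial locus. Of the nuclear sites, 66 lay in the 18S rRNA, 6 in the Nu-5.8S rRNA (Nu for nuclear) and 74 in the 25S rRNA, and 1 lay upstream of the 18S. The tRNA sites were spread over 144 tRNA names, with 236 sites in nuclear, 67 in chloroplast and 7 in mitochondrial tRNAs and 39 in tRNAs with a joint nuclear and mitochondrial label.

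The first question was how many Ψ sites each tissue carried and how many were shared. Seed had the most rRNA sites that passed the authors' filter (148), followed by silique (132), shoot (131), flower (130) and seedling (124). Root and stem each had 117, cauline leaf had 115 and rosetta leaf 112. The order differed for tRNA, where rosetta leaf had the most sites (298) and seed the fewest (216). Between them lay shoot (294), silique (287), seedling (283), stem (279), flower (278), cauline leaf (263) and root (258). In rRNA, 97 sites (52.2%) passed in all 9 tissues and 40 passed in a single tissue, of which 25 passed in seed. In tRNA, 191 sites (54.7%) passed in all 9 tissues and 32 in a single tissue. When a fraction of at least 0.1 replaced the pass flag, the number shared was 105 in rRNA and 250 in tRNA.

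The level of Ψ was compared between tissues as the median over sites. In rRNA, the median fraction was highest in seed (0.560), silique (0.534), flower (0.519) and shoot (0.502). It was 0.458 in stem and 0.450 in seedling, and lowest in root (0.371), rosetta leaf (0.367) and cauline leaf (0.361). The quartiles were wide in every tissue, for example 0.0748 and 0.828 in root and 0.178 and 0.919 in seed, because sites ranged from nearly unmodified to nearly saturated. Cauline leaf lay below the median of the other 8 tissues at 140 of 186 sites, root at 133 and rosetta leaf at 127, whereas flower did so at 39 and shoot at 43. The alternative that moved the seed level most was the restriction to sites passed in all 9 tissues. There, seed exceeded the median of the other 8 tissues by 0.0055, against 0.106 over all sites. The order of the tissues also depended on the setting. With values of exactly 0 treated as missing, seedling was highest (0.594, seed 0.573) and root lowest (0.4155, stem 0.483). Root was also lowest with means (0.438, cauline leaf 0.454) and over sites passed in all 9 tissues (0.819). Over the latter, shoot was highest (0.933), and with means seed stayed highest (0.538).

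In tRNA, the medians over all sites were higher than in rRNA. The median was 0.921 in shoot, 0.914 in seedling, 0.895 in stem, 0.885 in flower, 0.874 in silique, 0.872 in cauline leaf and 0.863 in rosetta leaf. It fell to 0.829 in seed and to 0.738 in root. Seed had 50 tRNA values of exactly 0, the most of the 9 tissues. With values of exactly 0 treated as missing in every tissue, the seed level was 0.874, above rosetta leaf (0.8715). Seed minus the median of the other 8 tissues then went from -0.0505 to -0.0175, and root stayed lowest at 0.751. Root lay below the median of the other tissues at 295 of 343 tRNA sites (86.0%), and seed at 243. Over the sites passed in all 9 tissues, the contrast between the RNA types was small. Medians there ran from 0.819 in root to 0.933 in shoot in rRNA and from 0.805 in root to 0.963 in seedling in tRNA, and those of root and seed (0.906 and 0.901) were higher in rRNA.

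Near-saturated sites compare the tissues where little room is left for variation. Over the 49 such rRNA sites, the median fraction was 0.907 in root and between 0.956 in cauline leaf and 0.979 in shoot elsewhere. Over the 156 such tRNA sites, it was 0.849 in root, 0.948 in seed and between 0.968 in flower and 0.978 in cauline leaf in the remaining tissues. Root was below the median of the other 8 tissues by 0.065 in rRNA and 0.124 in tRNA. No root value reached 1 in either table, where the highest were 0.989 in rRNA and 0.993 in tRNA. Every other tissue had between 7 and 11 rRNA sites and between 7 and 37 tRNA sites listed at 1.

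**Figure D1:**
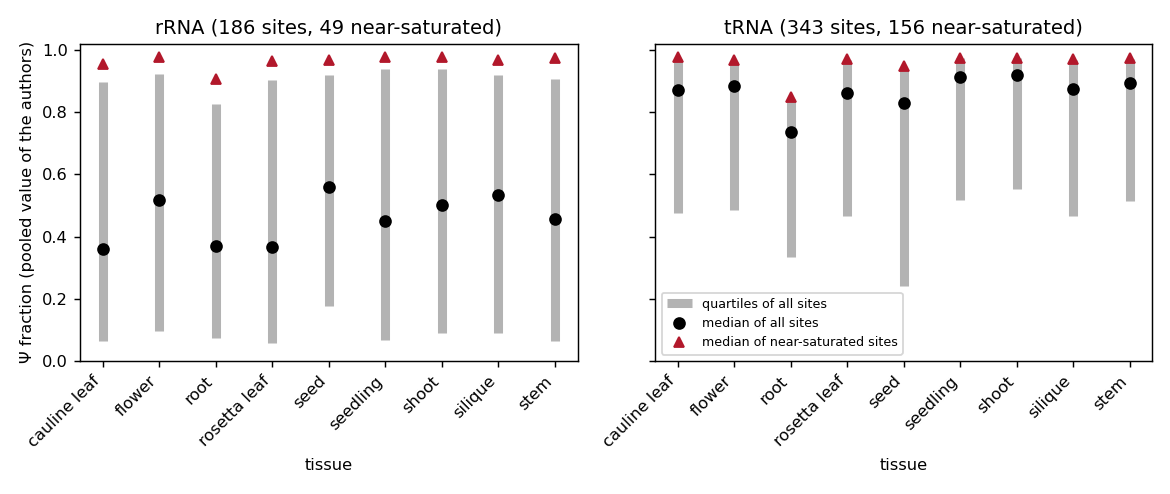
Ψ fraction per tissue for rRNA sites (left) and tRNA sites (right), on a vertical axis from 0 to 1. Circles mark the median and grey bars the quartiles over sites with a value in the 9 tissues, and triangles mark the median of near-saturated sites, which is lowest in root at 0.907 in rRNA and 0.849 in tRNA.

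To ask how alike the tissues were, fractions were correlated across sites for the 36 pairs. These correlations run across sites within pooled values, and sites are not independent replicates. In rRNA the closest pair was cauline leaf and rosetta leaf (r = 0.994), followed by seedling and shoot (r = 0.992). Seed stood farthest from the rest, with a mean r of 0.874 with the other 8 tissues, and its lowest pair was with seedling (r = 0.862). The mean r was 0.923 for silique, 0.932 for root and up to 0.956 for stem. In tRNA, seed again had the lowest mean r (0.793), followed by root (0.854), and stem had the highest (0.921). The correlation of seed in rRNA moved most when each site's mean over the tissues was subtracted first. This centring pulls correlations to an average near -0.125 by construction. Mean r was then -0.101 over the 9 tissues, -0.270 for seed and -0.189 for root.

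**Figure D2:**
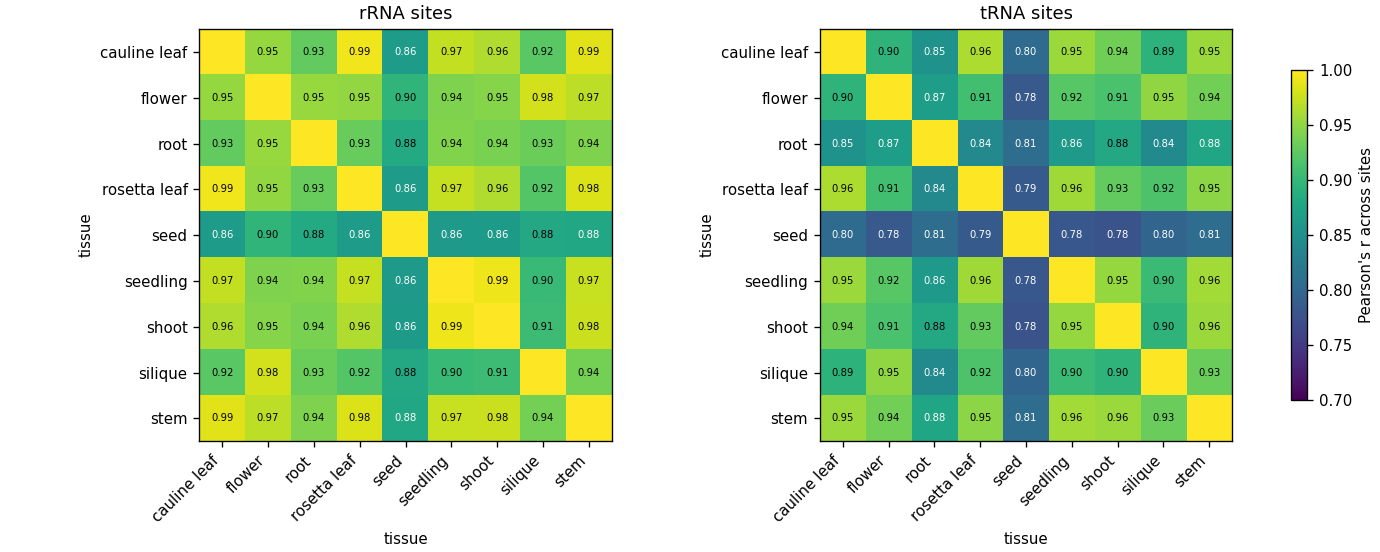
Pearson's r of the Ψ fraction across 186 rRNA sites (left) and 343 tRNA sites (right) for each pair of tissues, with the value in each cell and colour from 0.7 to 1. The row of seed is the darkest in both panels, with a mean r of 0.874 in rRNA and 0.793 in tRNA.

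Whether a tissue with a low rRNA level also had a low tRNA level was tested over the 9 tissues as a single relation. Pearson's r was 0.321 (exact permutation p = 0.438, two-sided) and Spearman's rho was 0.15 (exact permutation p = 0.708). Without seed and cauline leaf, the 2 tissues farthest from the median rRNA level, r was 0.610 (exact permutation p = 0.125). Without root, chosen after the data were seen, r was -0.106 (exact permutation p = 0.797). At near-saturated sites, r was 0.918 (exact permutation p = 0.0563) and rho was 0.333, and without root the r at these sites was -0.0672. The relation was therefore not detected, and its size rested on root. The labels give no batch, so no value within batches could be computed.

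Variation of single sites was summarised as the range over the 9 tissues. The median range was 0.137 over 186 rRNA sites and 0.2 over 343 tRNA sites. In rRNA, 64 sites (34.4%) varied by less than 0.1 and 21 (11.3%) by at least 0.5. In tRNA these numbers were 46 (13.4%) and 57 (16.6%). Root held the lowest value, alone or tied, at 96 rRNA and 212 tRNA sites, and seed at 13 and 86. Without ties, mostly between values of 0, these counts were 88 and 194 for root and 10 and 62 for seed. Leaving out both root and seed lowered the median range to 0.078 in rRNA and to 0.09 in tRNA. At 19 of the 21 rRNA sites and 53 of the 57 tRNA sites with a range of at least 0.5, the tissue with the lowest value had not passed the filter.

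The 5 rRNA sites with the largest range were 3 sites of the 18S, 1 of the Nu-5.8S and 1 of the mitochondrial 26S. Position 74 of the 18S (chromosome 2, base 3779, gene AT2G01010, annotated from 3706 to 5513) had a range of 0.947. Its fraction was 0.96 in silique, 0.884 in flower, 0.779 in seed and 0.707 in root, then 0.298 in stem, 0.107 in shoot, 0.04 in rosetta leaf, 0.03 in seedling and 0.013 in cauline leaf. It passed in flower, root and silique. Position 723 of the 18S (base 4428) followed the same order, with 0.853 in silique, 0.765 in flower, 0.753 in seed and 0.63 in root, 0.207 in stem and 0.143 in shoot, and was listed at 0 in seedling and both leaf types. It passed in the same 3 tissues. Position 1367 of the 18S (base 5072) reached 0.986 in seed, 0.946 in silique and 0.743 in flower, the tissues in which it passed. In the other tissues it lay between 0.132 in rosetta leaf and 0.437 in root. Position 85 of the Nu-5.8S (base 5866) had 0.904 in seed and 0.04 in silique and was listed at 0 in the other 7 tissues. Position 2228 of the annotated mitochondrial 26S (base 141738 on the reverse strand) was listed at 0 in seed, where it did not pass. Elsewhere it lay between 0.663 in cauline leaf and 0.904 in silique. Over the tissues in which they passed, the ranges were 0.253 for 18S 74, 0.223 for 18S 723, 0.243 for 18S 1367 and 0.241 for 26S 2228. Position 85 of the Nu-5.8S passed in seed alone.

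**Figure D3:**
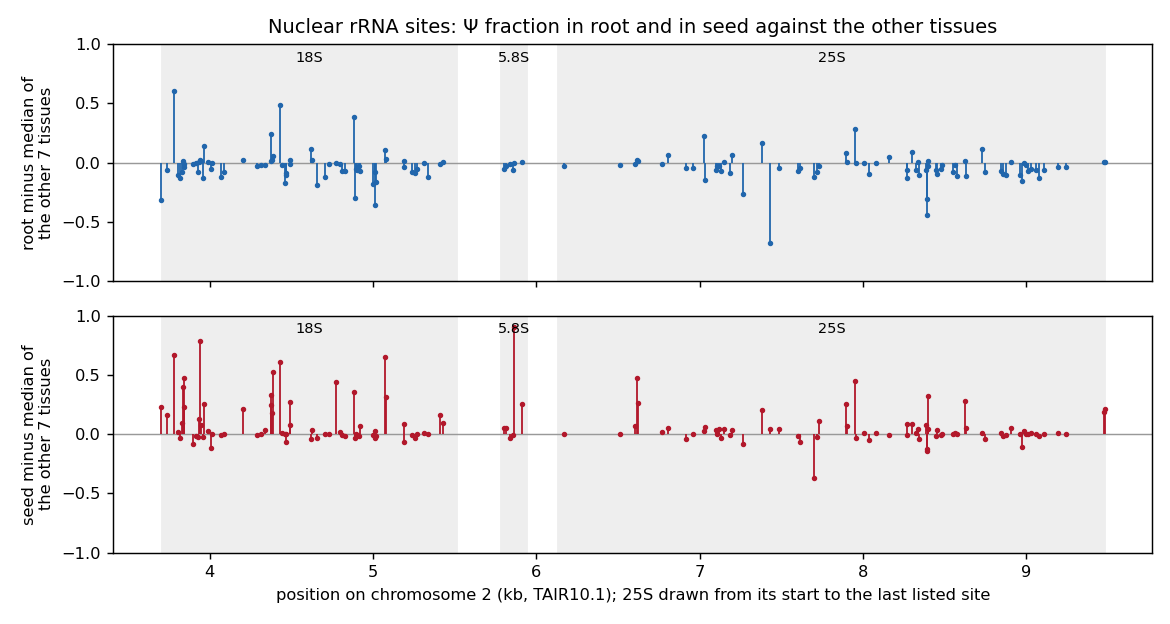
Ψ fraction in root (top) and seed (bottom) minus the median of the other 7 tissues at each of the 147 nuclear rRNA sites, by position on chromosome 2 in kb. Grey areas mark the 18S, Nu-5.8S and 25S rRNAs, and the highest bar in the lower panel is position 85 of the Nu-5.8S, at 0.904 in seed.

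The 4 rRNA sites singled out by the study varied less than the 5 sites above, as any site outside that pick would. Psi913 of the 18S (chromosome 2, base 4618) lay between 0.2 in silique and 0.472 in stem, with 0.399 in root, 0.356 in flower and 0.285 in seedling. Psi1195 of the 18S (base 4900) lay between 0.765 in root and 0.876 in flower. In the chloroplast 23S, Psi2623 (base 107313, gene annotated from 104691 to 107500) lay between 0.919 in root and 0.972 in rosetta leaf. In the mitochondrial 26S, Psi2217 in the study's numbering (base 141063) lay between 0.919 in root and 0.996 in silique. These 4 sites passed in all 9 tissues. The range of Psi913 (0.272) lay above the rRNA median range of 0.137. Those of Psi1195 (0.111), Psi2623 (0.053) and Psi2217 (0.077) lay below it. The sequence around the organellar sites, with the Ψ in the sixth place, was ACAGTTCGGTC in the chloroplast and ACAGTTCGGTT in mitochondria.

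All 5 tRNA sites with the largest range had a lowest value of exactly 0 in a tissue where the site had not passed. No value of 0 passed the filter in either table. Position 32 of Tyr-GTA-5 with the joint nuclear and mitochondrial label had a range of 0.983. It reached 0.983 in silique and 0.937 in flower, was listed at 0 in cauline leaf, root, seed and shoot, and passed in rosetta leaf alone, with 0.496. Position 51 of nuclear Phe-GAA-2 was listed at 0 in seed and lay between 0.738 in root and 0.98 in rosetta leaf elsewhere. Neither of these tRNAs had a matching annotated gene. Position 13 of nuclear Val-TAC-2 (gene AT4G16235, chromosome 4, 9191576 to 9191648) was listed at 0 in seed, with 0.579 in root and at least 0.858 elsewhere. Position 27 of chloroplast Arg-TCT-4 (gene from 9590 to 9661 of the chloroplast genome) was listed at 0 in root, with 0.731 in seed and between 0.907 and 0.965 elsewhere. Position 13 of nuclear Val-CAC-1, which matched 8 annotated genes, was listed at 0 in seed and lay between 0.733 in stem and 0.954 in seedling elsewhere. Over the tissues in which they passed, these ranges were 0.036 for Phe-GAA-2, 0.396 for Val-TAC-2, 0.058 for Arg-TCT-4 and 0.135 for Val-CAC-1.

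tRNA loops and stems were contrasted by position window over 268 sites. The T loop held 91 sites with a median fraction of 0.961 and the lowest median range of the windows, 0.166. This lay at percentile 0.01 of random lists of tRNA sites. The anticodon arm held 117 sites with a median fraction of 0.553 and the highest median range, 0.308, above all of the 10000 random lists. The D arm (33 sites) had a median fraction of 0.88 and a median range of 0.213, the T arm outside the loop (13 sites) 0.941 and 0.206, and the acceptor stem (14 sites) 0.712 and 0.245. Each of these 3 lay between percentiles 54.9 and 81.8. Some tRNA names, such as Cys-GCA-1 and Cys-GCA-2, list the same positions and match 14 annotated genes each. Their sites may not be independent, so the random lists can be too narrow and the percentiles only describe. When the random lists were matched on the median fraction, an alternative added after the data were seen, the T loop moved to percentile 39.5 and the anticodon arm stayed at 99.4. With regions set from annotated tRNA genes, the median fraction was 0.678 in the anticodon stem and 0.251 in the anticodon loop, with median ranges of 0.351 and 0.378. No site was assigned to the T stem there. Position 53 of Gly-CCC-1, Gly-GCC-5 and Cys-GCA-7, in the T arm window outside the loop, fell in the T loop. Position 65 of Gln-CTG-1 fell in the acceptor stem. The T arm window outside the loop thus does not stand for the T stem. Position 55 of the T loop held 112 sites, of which 101 passed in all 9 tissues, with a median fraction of 0.967.

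**Figure D4:**
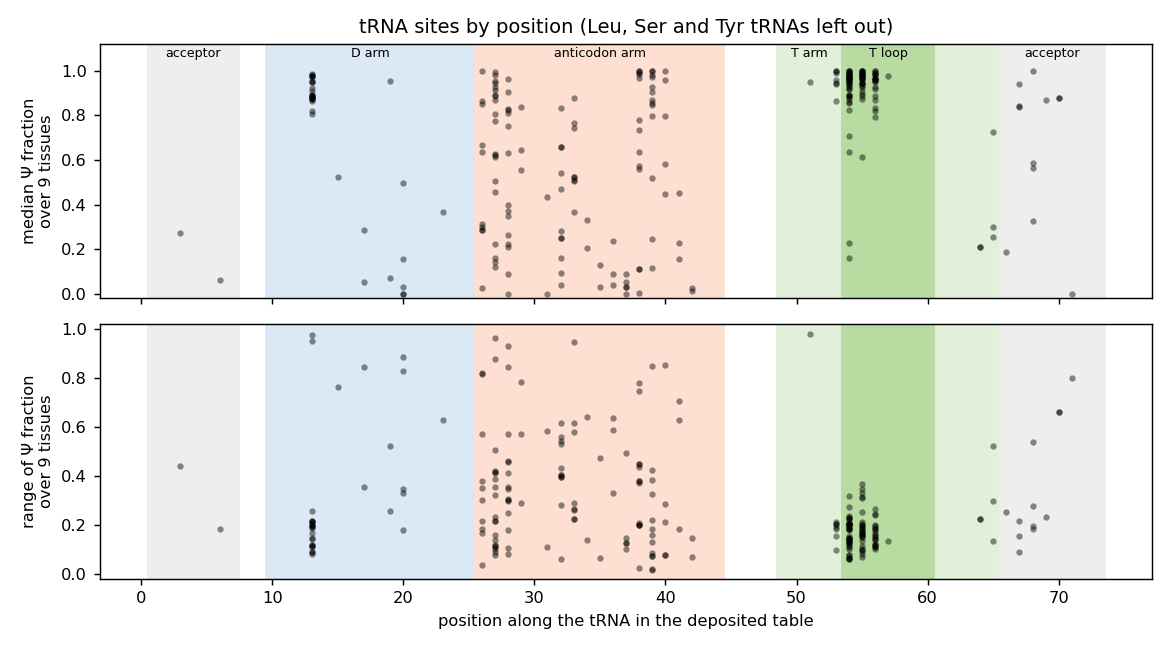
Median Ψ fraction (top) and range of the Ψ fraction (bottom) over 9 tissues for 268 tRNA sites by position along the tRNA, 1 point per site. Shaded areas mark the windows, and the T loop has a median fraction of 0.961 and a median range of 0.166 against 0.553 and 0.308 in the anticodon arm.

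Nuclear RNA was compared with organellar RNA in each tissue. The median fraction of the 147 nuclear rRNA sites ranged from 0.572 in root to 0.751 in seed. That of the 28 chloroplast rRNA sites ranged from 0.0595 in rosetta leaf to 0.186 in seed, and was below the nuclear median in each of the 9 tissues. The 11 mitochondrial rRNA sites ranged from 0.239 in seed to 0.832 in shoot. The median range of a site was 0.13 in nuclear, 0.184 in chloroplast and 0.093 in mitochondrial rRNA. Only 2 chloroplast and 3 mitochondrial rRNA sites passed in all 9 tissues, against 92 nuclear sites. In tRNA, the medians were closer. They ran from 0.733 in root to 0.919 in shoot over 233 nuclear sites and from 0.696 in root to 0.909 in shoot over 66 chloroplast sites. The 5 mitochondrial tRNA sites ran from 0.864 in root to 0.999 in stem. Median ranges were 0.204, 0.184 and 0.136 in nuclear, chloroplast and mitochondrial tRNA.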

Values the study reported

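For Arabidopsis rRNA, the study reported 134 Ψ sites, 122 of them in rRNA encoded in the nucleus. For tRNA, it reported detection in 144 tRNAs with 51 anticodons.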

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

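Each tissue has a single pooled value, so the gap between an extreme tissue and its nearest neighbour was compared with the range of the 9 tissues, which are different tissues and not replicates. Of 16 summaries tested this way, 6 had a gap above Dixon's 95% critical value, where chance gives 0.8. Some of the summaries share sites, so the 6 are not independent results. The tests on RNA classes, on rRNA against tRNA, on root at sites below saturation and on seed tRNA sites that did not pass were chosen only after the result was seen.

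Root stood apart in 4 of the 6. Its median was 0.907 at near-saturated rRNA sites, 0.849 at near-saturated tRNA sites, 0.738 over all tRNA sites and 0.733 over nuclear tRNA sites. The near-saturated and the nuclear tRNA sites are parts of all tRNA sites, so the tRNA summaries overlap. Over all tRNA sites the call was close. The gap over the range was 0.497 there, and 0.481 for mitochondrial tRNA was not above the critical value. With means over all tRNA sites, root stayed lowest (0.595), but seed (0.633) lay nearer to it, with shoot highest at 0.740. Scaling all root values by the same factor is argued against by the near-saturated rRNA level minus the tRNA level, which was 0.058 in root and between -0.022 and 0.022 in the other 8 tissues. A ceiling that lowers only the highest root values is argued against by the 60 tRNA sites with a median of 0.7 to 0.9 elsewhere. Root over the other tissues had a median ratio of 0.842 there, with root lower at 54, against 0.943 in seed, the next lowest tissue, and 0.870 for root at near-saturated tRNA sites. In rRNA, root was also the lowest at this level (0.921), with 0.954 next, and at 0.3 to 0.7 it was the lowest but close to another tissue in both RNA types, with 0.826 against 0.848 in rRNA and 0.727 against 0.746 in tRNA. A lower deletion yield or calibration of the root libraries, with a different size in rRNA and tRNA, stays open. Root was the lowest tissue at near-saturated sites in 7 of 7 RNA classes, including both organelles, and it had no value of 1. Some of these classes were small, with 1 chloroplast rRNA site, 3 mitochondrial rRNA sites and 4 mitochondrial tRNA sites. They also include the tRNAs with the joint nuclear and mitochondrial label (21 sites). A technical offset of the root libraries may account for the pattern, and lower Ψ in root tissue was not tested and stays open as well.

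Seed stood apart in 2 summaries. It passed the fewest tRNA sites, 216, with root next at 258. With a fraction of at least 0.1 in place of the pass flag, seed still had the fewest, 282. The gap to root (301) was then smaller, and flower had the most at 325. With the pass flag and a fraction of at least 0.2, seed had 209 and root 250. Shallower tRNA coverage in seed was considered. Of the tRNA sites not passed in seed, 31.6% (42 of 133) had a fraction of at least 0.5, the highest share of the 9 tissues. The others ran from 13.6% in seedling and 17.6% in root and in rosetta leaf up to 22 of 71 in flower. The gap to flower was small and its error is not known, since depth is unknown, so shallower coverage stays open. A biological difference of seed was not tested and stays open as well.

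The mean r of seed with the other tissues in rRNA was 0.874. Sites passed in seed alone enter this value, and they are weighed in the last part. A biological difference of seed was not tested.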

How the results depend on the processing

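No paired analysis was possible because the replicates were pooled by the authors and no value belongs to a replicate. For the same reason, leaving out a replicate could not be run. With no replicates or depth, a value was counted as kept if it moved by less than 1 SD of the values of the 9 tissues, and a count or a range if it stayed within 1.5 times. A relation was counted as kept if it had the same sign and its p-value stayed on the same side of 0.05, and a percentile if it stayed inside or outside the central 95% of random lists. Of 185 comparisons of a summary with an alternative, 157 were kept by these rules and 28 were not. Values that were kept could still differ widely, such as an r of 0.918 at near-saturated sites against 0.321 for the relation of rRNA and tRNA levels, and a percentile of 20.2 against 81.8 for the acceptor stem with Leu, Ser and Tyr tRNAs included. Of 72 comparisons of single tissue levels, 29 moved, and of 128 comparisons of ranges of named sites, 26 moved. Many of these comparisons were bound to be kept. Leaving out a tissue with neither the highest nor the lowest value does not change a range. Using all listed sites with a value changed no rRNA level, because all 186 sites had a value in the 9 tissues. The cause of a change was not tested, except where the construction of an alternative is named below.

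With only the sites passed in all 9 tissues, seed exceeded the other tissues in rRNA by 0.0055. The chloroplast minus nuclear level was then -0.316 in rRNA (2 chloroplast sites) and 0.0375 in tRNA, a reversal from -0.0100. The mitochondrial minus nuclear level was 0.065 in tRNA (2 sites), and the median range of chloroplast rRNA sites was 0.0705. The mitochondrial minus nuclear level in rRNA changed sign within 1 SD, from -0.081 (below in 5 tissues) to 0.0119 with means (below in 3) and 0.095 with the sites passed in all 9 tissues (below in 0). With means in place of medians, the chloroplast minus nuclear level was -0.365 in rRNA and the mitochondrial minus nuclear level 0.257 in tRNA. Mean ranges were 0.209 for nuclear rRNA, 0.299 for mitochondrial rRNA and 0.277 for chloroplast tRNA.

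Seed had the lowest mean r in both tables under all settings of the correlation. Its difference from the other tissues was -0.146 in rRNA and -0.179 in tRNA without near-saturated sites. With the site mean subtracted, which lowers all correlations by construction, it was -0.228 and -0.231, and that of root -0.147 and -0.149. Without sites passed in seed alone, chosen after seeing the data, it was -0.0344 in rRNA, and seed (0.908) was nearly level with silique (0.912). These sites were picked for a difference of seed, so a rise was built in.

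The SD in place of the range had a median of 0.0449 in rRNA and 0.0638 in tRNA. The SD of 9 values is smaller than their range by more than 1.5 times by construction, so these 2 of the 28 were bound to change. Without root and seed, the median range was 0.078 and 0.09, and without root 0.129 in tRNA. When each tissue was divided by its near-saturated level, root was lowest, alone or tied, at 55 rRNA and 104 tRNA sites.

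Without root, chosen after seeing the data, the relation of rRNA and tRNA levels reversed (r = -0.106, rho = -0.0952). The T loop moved to percentile 39.5 in lists matched on the fraction, chosen after seeing the data. The T arm window outside the loop moved to 2.08 with Leu, Ser and Tyr tRNAs included, whose numbering a long variable arm shifts.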

Other observations

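In this part, the tests on seed against the other tissues, on spacing, on silique, on the size of the tissue shift, on sites below 0.5 of the others and on the shared sequence were chosen only after the result was seen. The sites named here beyond those of the report were also chosen after their values were seen.

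Of the 26 nuclear rRNA sites passed in a single tissue, 22 passed in seed. Seed exceeded every other tissue by over 0.1 at 17 of the 22, which goes against more statistical power in seed at equal fractions. The sites were picked for passing in seed alone, so a higher seed value was partly built in. With depth unknown, this does not settle it. Differences between the annotated rDNA copies are argued against as the whole cause, since 1 of the 22 had a sequence that differed between the copies. Deletions placed ambiguously in runs of U are argued against by the share of sites with a neighbouring U, 18.2% against 46.4% of the other nuclear sites. Reads of a divergent rRNA misplaced on the reference stay open and may explain part of the sites, because 12 of the 22 lay within 10 bases of another, against a median of 2 and an upper bound of 7 in random draws of nuclear sites. RNA of seeds inside siliques was also considered. Silique was the highest of the other tissues at 6 of the 22 sites, as was flower, with 1 site tied between them, and seedling at 5, where an even split gives 2.75, and so few sites do not separate the possibilities. A biological difference of seed was not tested.

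Positions 74 and 723 of the 18S moved together over the tissues (r = 0.995). A shift common to all nuclear rRNA sites of a tissue was considered. With the tissue shift removed, r was still 0.995. The median deviation of all nuclear rRNA sites spanned 0.042 over the tissues, where these sites ranged by 0.947 and 0.853. Removing so small a shift could hardly change r, so the unchanged r does not decide. The contrast of sizes does not decide either, because a median over all sites was set against sites picked for large ranges. Among 435 pairs of nuclear rRNA sites with a range of at least 0.3, 2 had an r this high, and the median pair had 0.164. The sites with such ranges thus did not move together as a whole. Positions 669 and 1367 of the 18S and 1819 of the 25S also correlated with position 74 at r of at least 0.8. Other technical sources and biological ones were not tested.

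At 41 tRNA sites with a range of at least 0.5, the lowest value was exactly 0. Seed was listed at 0 at 31 of them. At tRNA sites with a median of at least 0.8 in the other tissues, 7 values were exactly 0 and 0 lay above 0 and up to 0.2. Failed estimates listed as 0 would give this, but so would an absence of Ψ, and no value of 0 passed the filter in either table, so both stay open.

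Root was below 0.5 of the median of the other tissues at 4 of 93 nuclear rRNA sites passed in the other 8 tissues, against at most 2 in any other tissue. The general lowering of root values was not excluded as the cause. Root over the other tissues had a median ratio of 0.826 at rRNA sites with a level of 0.3 to 0.7 elsewhere and 0.921 at those with 0.7 to 0.9, and counts this small do not decide. The sites were 18S 1309 (0.309 in root, 0.665 in the other tissues), 25S 1299 (chromosome 2, base 7432; 0.129 and 0.82, not passed in root), 25S 2259 (base 8392; 0.272 and 0.694) and 25S 2261 (base 8394; 0.172 and 0.474). At 25S 1299 the ratio was 0.157, against a median of 0.922 and a lowest of 0.665 at 24 sites of similar level, which goes against the general lowering at this site. It was picked as the lowest of 78 sites and had not passed in root, so a single value does not settle it. The sequence around the last 2 recurs in organellar rRNA, and a deletion yield lower in root at this sequence may be involved. At the 6 organellar sites of the sequence, root over the other tissues had a median ratio of 0.739, at percentile 10.4 of random lists. The ratio lay below 1 at 6 of 6, but it differed by place in the sequence. At the place of 25S 2261 (0.363), it was 0.965 at mitochondrial 26S 2228 and 0.971 at chloroplast 23S 1932. Both were near 1, and root had passed at both. At the place of 25S 2259 (0.392), it was 0.675 at 26S 2226 and 0.479 at 23S 1930. At the place of another nuclear site, 25S 2255 (0.849), it was 0.802 at 26S 2222 and 0.390 at 23S 1926. Root had not passed at 26S 2222, 26S 2226 and 23S 1930, so places with a lower ratio also held root values without a call. Seed was lower than root at 26S 2222 (0.239 against 0.458) and 23S 1932 (0.262 against 0.612). It was listed at 0 at 26S 2226 and 2228. Seed had not passed at 26S 2222, 2226 and 2228 or at 23S 1930 and 1932. Seed was higher than root at 23S 1926 (0.279 against 0.111) and 23S 1930 (0.353 against 0.339). Low values at this sequence were thus not confined to root. These values do not decide the matter, because 6 sites are few, several values had not passed and root is lower in general.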
